A study of Gallus gallus with 30 samples. Its data were reported in "Regulation of otic neurosensory specification by Notch and Wnt signalling: insights from RNA-seq screenings in the embryonic chicken inner ear" (2023).

How the data were processed

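The samples were 30 chicken (Gallus gallus, White Leghorn) otocysts, the epithelial vesicles that give rise to the inner ear, taken from 15 embryos. In 9 embryos the right otic placode had been electroporated in ovo at embryonic day 2, either with a plasmid that drives NICD1, the intracellular domain of the NOTCH1 receptor, together with the red fluorescent protein mRFP1, or with a control plasmid that drives mRFP1 alone. NICD1 acts as a constitutively active form of the receptor. In the other 6 embryos both otocysts were dissected at embryonic day 2.5 and cultured. The right one was kept with 10 µM LY411575 and the left one with its solvent DMSO. LY411575 is a γ-secretase inhibitor, which prevents the release of the intracellular domain from Notch receptors. Groups were taken from the sample labels. 4 of the 6 inhibitor samples carry a compound name whose last digit differs from LY411575, while the treatment protocol names LY411575 alone, and all 6 were treated as LY411575.

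Per the labels, total RNA was extracted from each single otocyst, RNA was used if its integrity number reached 9, cDNA was made with the SMART-Seq v4 Ultra Low Input kit and libraries with Nextera XT, and paired-end reads were sequenced on a NextSeq 500. The kit does not mark strand, so reads from a gene and an antisense partner cannot be told apart. The submitters' processing notes name bcl2fastq, kallisto and the genome build GRCg6a. The version of kallisto is not given in the sources used here.

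The authors deposited 1 kallisto table per otocyst, listing the same 28756 transcripts with length, effective length, estimated count and TPM. The deposited estimated counts are not normalised and need not be whole, because kallisto shares a read out between all the transcripts it is compatible with. Between 51.6% and 61.1% of the estimated counts in a library were whole within a tolerance of 1e-06. The deposited TPM values are scaled by the authors' software for effective length and library size, and were used here for levels only. The bootstrap estimates that carry kallisto's uncertainty of assignment were not used here, so this uncertainty is in the tests only as far as it differs between embryos.

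The transcripts are listed by versioned Ensembl identifiers, and the files do not pair them with gene names. The table of gene symbols at hand, of 25635 genes on the later assembly GRCg7b, holds no Ensembl identifier, and 0 transcripts could be matched to a symbol through it. Other pairings of identifiers with names were not used here. The design fixed before the data were examined called for counts summed per gene, tests of fixed gene lists and named genes. None of these was formed, and each transcript was tested on its own instead. Gene names, gene lists and coordinates are not reported here.

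Estimated counts were rounded to whole numbers. Transcripts were kept by filterByExpr of edgeR 4.0.16 (R 4.3.3) with a minimum count of 10 and the 10 groups, which left 21637. Library sizes were scaled by TMM. The 30 libraries were fitted together with edgeR's quasi-likelihood model (estimateDisp, glmQLFit with robust = TRUE, glmQLFTest), with 1 term per embryo and 1 treatment term for each of the 5 comparisons, which left 10 residual degrees of freedom. 2 differences between treatment terms were tested in the same model. P-values were adjusted by Benjamini-Hochberg over the 21637 transcripts of a comparison, and a transcript with an adjusted p below 0.05 is called changed. Standard errors of log2 fold changes are the fold change divided by the square root of its F statistic. The common dispersion was 0.240 and the median prior degrees of freedom were 2.59.

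The embryo is a term because the right and left otocysts of a pair come from the same embryo, as the sample titles and the study's methods say. The deviations of paired otocysts from their group means correlated positively across transcripts in all 15 pairs, with r from 0.012 to 0.271, and above 0.1 in 7 of them. The highest correlation with an otocyst of another embryo was 0.061. Taking deviations from means of 3 libraries lowers the correlations with other embryos where the own one is positive, so the contrast is partly built in. In embryo 21 the own correlation was 0.0120 and the highest other 0.0117. No pair of libraries in a group came near sampling noise, with a chi-square per degree of freedom of at least 15.7, so every library was counted as a separate sample.

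The number of printed identifiers was limited to 4. The rule fixed beforehand named genes of the Notch pathway, the genes with the largest changes among those with a symbol, past the threshold, with the same direction in all 3 embryos and at least 5 CPM, and genes past the threshold in 2 comparisons. With no symbols at hand its last 2 parts were applied to transcripts, which gave the largest rise after 6 h of LY411575 and the 2 transcripts called as falling at both 6 h and 24 h of LY411575 for which the smaller of the 2 changes was largest. The fourth is the 1 transcript called in the difference between NICD1 and mRFP1. The choice among the parts of the rule was made after the values were seen.

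Total estimated counts ran from 8749489 to 18224622 per library, and between 19055 and 22073 transcripts had a count of at least 1. The fitting code was tested on simulated counts for the same 21637 transcripts and library sizes, with 200 transcripts changed in each comparison. Counts were drawn independently from negative binomial distributions with edgeR's own estimated dispersions, which were the same for all sets. Only transcripts with a mean of at least 1 CPM were changed. The simulation holds no treatment trend with transcript length and no difference in spread between sets, so its rates need not hold for the real data. In the simulated comparisons edgeR recovered 21% to 33% of 2-fold changes and 56% to 60% of 4-fold changes, and 0% to 3.12% of its calls were false. DESeq2 recovered 68% to 75% of 4-fold changes with 20.8% to 32.7% false calls, limma-voom 55% to 66% with 10.3% to 38.7%, and edgeR on a single comparison of 6 libraries 13% to 36% with 0% to 11.4%.

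The alternatives fixed before the data were examined were median-of-ratios size factors, no filter on low counts, a stricter filter, DESeq2 1.42.0, limma-voom (limma 3.58.1), no embryo term, each comparison fitted alone, counts rebuilt from TPM, and leaving out each embryo. 4 were added after seeing the data. They were transcripts with whole counts in all 30 libraries, of which 6430 passed the filter, removal of the trend of each library with transcript length by lowess, and leaving out 2 embryos at a time whose treated libraries stood apart. Sets of called transcripts were tested in the other comparisons with fry and with camera, the latter with the correlation between transcripts estimated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.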

Results

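To follow the transcriptional response of the otocyst to a gain or a loss of Notch activity, 30 libraries were compared in 5 sets of 3 embryos. Each set holds 3 treated right otocysts and the 3 left otocysts of the same embryos. Every treated otocyst was a right one, so within a set a difference between the sides cannot be told from a treatment. Otocysts electroporated with NICD1 were collected after 6 h or 24 h (Notch GOF), otocysts electroporated with the mRFP1 control plasmid after 24 h (control EP), and otocysts cultured with LY411575 or DMSO after 6 h or 24 h (Notch LOF). The libraries held between 8749489 and 18224622 estimated counts, and 21637 transcripts were tested in every comparison. The p-values compare 3 embryos per set and share 1 estimate of the spread over all 15 embryos.

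The largest separation among the libraries set the otocysts cultured for 24 h apart from all others. The first principal component, with 18.5% of the variance, placed these 6 otocysts between 133 and 221. It placed the 18 otocysts from in ovo experiments between -91.0 and -18.2, and the 6 cultured for 6 h between -24.9 and 1.10, so that these 2 ranges overlap. The sets also differ in experiment and stage, so that culture, its length and stage cannot be told apart. The second, with 8.06%, placed the 6 otocysts cultured for 6 h between 103 and 123, above every other library. Within the 24 h cultures each LY411575 otocyst lay further along the first component than the DMSO otocyst of its embryo. No such order was seen across all the electroporated pairs.

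**Figure D1:**
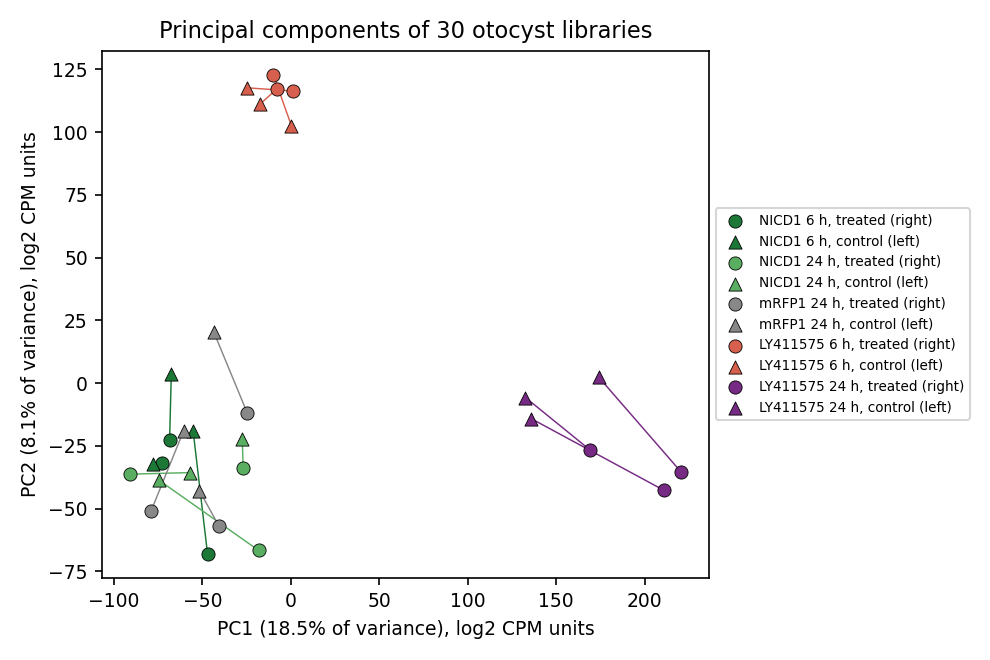
Position of each of the 30 libraries on the first 2 principal components of log2 CPM, with circles for treated right otocysts, triangles for control left otocysts and lines joining the otocysts of an embryo. The 6 otocysts cultured for 24 h lie between 133 and 221 on the first component and the 6 cultured for 6 h between 103 and 123 on the second.

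The first question was which transcripts respond within 6 h to the γ-secretase inhibitor. After 6 h of LY411575, 17 transcripts changed, 9 of which rose and 8 of which fell (edgeR quasi-likelihood test, adjusted p below 0.05), and all 17 moved in the same direction in the 3 embryos. 14 of them changed more than 2-fold, and 3 had at most 3 counts in all in the LY411575 otocysts. The 2 falling transcripts described next were taken from those that also fell at 24 h. ENSGALT00000001715.5, of 1421 bases, stood at 74.8 ± 27.6 TPM (SD, n = 3) in the DMSO otocysts and at 0.0998 ± 0.102 TPM in the LY411575 otocysts, where 3 counts were left against 2125. The ratio of normalised counts was 717-fold lower, with a 95% interval of 245 to 3480 from counting error alone (exact binomial), and the adjusted p was 0.000222 (edgeR). ENSGALT00000035200.5, of 1404 bases, fell from 151 ± 32.3 to 2.37 ± 0.516 TPM (SD, n = 3), with a log2 fold change of -5.97 ± 0.47 (SE) and an adjusted p of 8.86e-05 (edgeR). With limma-voom ENSGALT00000001715.5 was not called, at a fitted log2 fold change of -9.09 ± 2.50 (SE), while ENSGALT00000035200.5 was.

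In the opposite direction, called transcripts of at least 5 CPM with the same direction in all embryos were ranked. The largest rise among them after 6 h of LY411575 was that of ENSGALT00000001476.4, of 2413 bases. This abundant transcript stood at 233 ± 8.58 TPM (SD, n = 3) with DMSO and at 1036 ± 157 TPM with LY411575, a log2 fold change of 2.13 ± 0.14 (SE; adjusted p = 5.38e-05, edgeR), and it was higher in 3 of 3 embryos. The transcripts that rose were longer, with a median of 2982 bases against 1588 for those that fell. Of the 17 transcripts, 13 shared reads with other transcripts in at least 1 library, among them the 3 named here, so that a shift of reads between transcripts of a gene cannot be told from a change of the gene. Without embryo 1, 3 or 5 the count was 11, 11 and 9, and in a fit of the 6 libraries alone, with 2 residual degrees of freedom, 0 transcripts passed (edgeR, 1381 at an unadjusted p below 0.05). The fit of all 30 libraries gave 576 at an unadjusted p below 0.05, where 1082 would be reached by chance.

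After 24 h of LY411575, 736 transcripts changed in the fit of all 30 libraries, of which 335 rose and 401 fell (edgeR, adjusted p below 0.05), and 733 of them moved in the same direction in the 3 embryos. The median size of the called changes was 0.76 on the log2 scale, against 1.60 at 6 h. Changes of more than 2-fold were found for 188 transcripts that fell and for 33 that rose. Of the 8 transcripts that fell at 6 h, 5 were also called as falling at 24 h. The other 3 had positive fold changes at 24 h, and 1 was called as rising. The 2 named losses of 6 h were present at 24 h, with lower levels in the DMSO otocysts. ENSGALT00000001715.5 stood at 13.1 ± 4.45 TPM with DMSO and at 0.615 ± 0.261 TPM with LY411575 (SD, n = 3; log2 fold change -4.30 ± 0.64 SE, adjusted p = 0.00804, edgeR). ENSGALT00000035200.5 fell from 16.5 ± 8.21 to 1.11 ± 0.331 TPM (SD, n = 3; log2 fold change -3.77 ± 0.49 SE, adjusted p = 0.00485, edgeR). Neither was called at 24 h with limma-voom, nor with embryo 33 as the only pair, while their log2 fold changes in these fits were -3.77 or lower.

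The count at 24 h depended on single embryos. The treated otocysts of embryos 32 and 34 had 19917 and 19055 transcripts with a count of at least 1, against 21282 and 20706 in their DMSO partners, while both otocysts of embryo 33 had 21176. The mean fragment lengths of the treated otocysts of embryos 32 and 34, taken from the effective lengths, were 232 and 243 bases, against 201 and 199 in the DMSO partners and 205 against 219 in embryo 33. Embryo 33 was not free of such differences, with a TMM factor of 0.906 against 0.985 and 5.81% against 4.67% of the counts in the 10 most abundant transcripts. Without embryo 32 the count was 108, without embryo 34 it was 353 and without embryo 33 it was 1776, and with embryo 33 as the only pair it was 92. Fold changes also fell with transcript length (Spearman's rho = -0.152 across transcripts, which are not independent replicates). With that trend removed 535 transcripts rose and 315 fell, against 335 and 401 with it. Without the embryo term 308 transcripts passed, and in a fit of the 6 libraries alone 0 passed (edgeR). Fitted alone, 24 h had 1357 transcripts at an unadjusted p below 0.05 and 6 h had 1381. The larger count at 24 h was thus seen only where the spread was shared over all embryos. In the fit of all 30 libraries these numbers were 3813 and 576 (edgeR), where 1082 would be reached by chance. The p-values at 24 h therefore do not measure the spread of that set alone. The counts of 736 and 17, and the median sizes of the called changes, cannot be compared as sizes of the 2 responses.

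**Figure D2:**
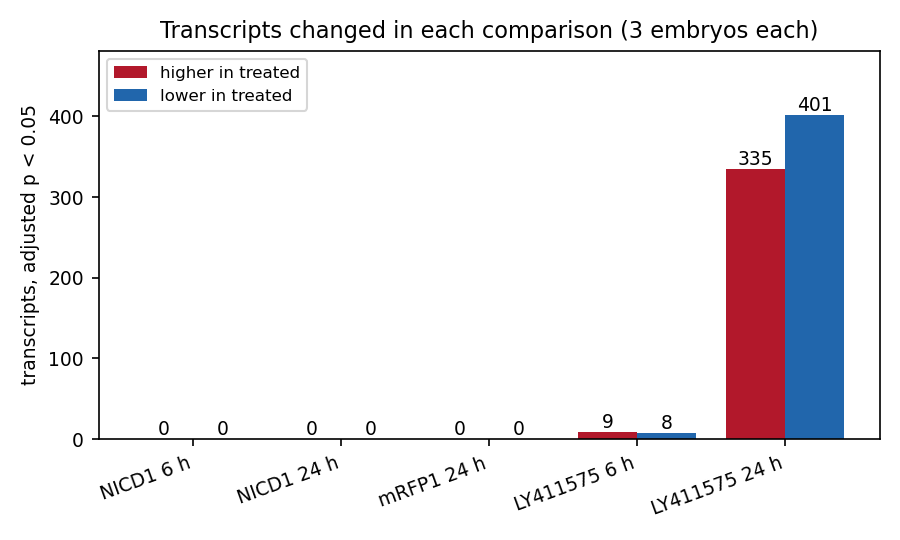
Number of transcripts with an adjusted p below 0.05 (edgeR) that were higher or lower in the treated otocysts, for each of the 5 comparisons of 3 embryos. The bars reach 335 and 401 after 24 h of LY411575 and 9 and 8 after 6 h, and are at 0 for the electroporated sets.

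Of the 17 transcripts called at 6 h, 9 were also among the 736 called at 24 h, with 5 that fell at both times and 2 that rose at both times. Lists of these sizes drawn independently from the 21637 transcripts would share 0.148 falling and 0.139 rising transcripts. The real lists come from the same fit with a shared estimate of spread and are not independent, so this is no test of a common response. The 2 remaining transcripts moved in opposite directions. One of these was ENSGALT00000001476.4, which fell at 24 h from 527 ± 15.3 to 273 ± 30.2 TPM (SD, n = 3; log2 fold change -0.84 ± 0.14 SE, adjusted p = 0.0102, edgeR).

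The responses at the 2 times were also compared directly. The change under LY411575 differed between 24 h and 6 h for 24 transcripts (edgeR, adjusted p below 0.05), 17 of which had the lower fold change at 24 h. For 20 of the 24 the fold changes at the 2 times had opposite signs. ENSGALT00000001476.4 showed the smallest adjusted p, with a difference of -2.97 ± 0.20 on the log2 scale (SE; adjusted p = 5.09e-05). For ENSGALT00000035200.5 the difference was 2.20 ± 0.70 (SE, adjusted p = 0.273, edgeR). For ENSGALT00000001715.5 it was 5.10 ± 1.23 (SE, adjusted p = 0.146, edgeR). Both fold changes were smaller at 24 h, but neither difference passes, so that a weaker loss was not established. The DMSO levels were lower at 24 h, at 16.5 against 151 TPM for ENSGALT00000035200.5 and 13.1 against 74.8 TPM for ENSGALT00000001715.5. The LY411575 levels were near 0 at both times. From 6 h to 24 h they went from 2.37 to 1.11 TPM for the former and from 0.0998 to 0.615 TPM for the latter. Without embryo 33 the count of differences was 571 and without embryo 34 it was 43, and without embryo 1, 3 or 5 it was 9, 8 and 10.

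The gain of Notch activity was examined next. These libraries are of whole otocysts, in which the study describes the transfection as mosaic and variable. No transcript passed the threshold 6 h after electroporation with NICD1 (0 by edgeR, 855 at an unadjusted p below 0.05 where 1082 would be reached by chance, 120 by DESeq2 and 3 by limma-voom). The smallest unadjusted p was that of ENSGALT00000092788.1, a transcript of 7845 bases that stood at 13.4 ± 3.57 TPM in the untransfected otocysts and at 59.9 ± 31.7 TPM in those with NICD1 (SD, n = 3). Its log2 fold change was 2.11 ± 0.27 (SE; adjusted p = 0.0747, edgeR, a value shared with 1 transcript of negative fold change), and it was higher in 3 of 3 embryos. It passed with the stricter filter, the length trend removed, DESeq2 or limma-voom. The transcripts lost under LY411575 were not called here. ENSGALT00000001715.5 had a log2 fold change of 0.91 ± 0.47 (SE; adjusted p = 1, edgeR) and ENSGALT00000035200.5 one of 0.47 ± 0.36 (SE; adjusted p = 1, edgeR).

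At 24 h after electroporation with NICD1 again no transcript passed (0 by edgeR, 577 at an unadjusted p below 0.05, 78 by DESeq2 and 1 by limma-voom). ENSGALT00000092788.1 lay at the threshold, with 12.4 ± 5.12 TPM in the untransfected and 62.9 ± 37.7 TPM in the NICD1 otocysts (SD, n = 3), a log2 fold change of 2.28 ± 0.28 (SE) and an adjusted p of 0.0501 (edgeR). It passed with median-of-ratios size factors, the stricter filter, counts rebuilt from TPM, the length trend removed, DESeq2 or limma-voom, and without embryo 19. ENSGALT00000001715.5 had a log2 fold change of 1.53 ± 0.47 (SE; adjusted p = 1, edgeR) and ENSGALT00000035200.5 one of 1.15 ± 0.37 (SE; adjusted p = 1, edgeR), and both were higher in 3 of 3 embryos. Neither is called.

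**Figure D3:**
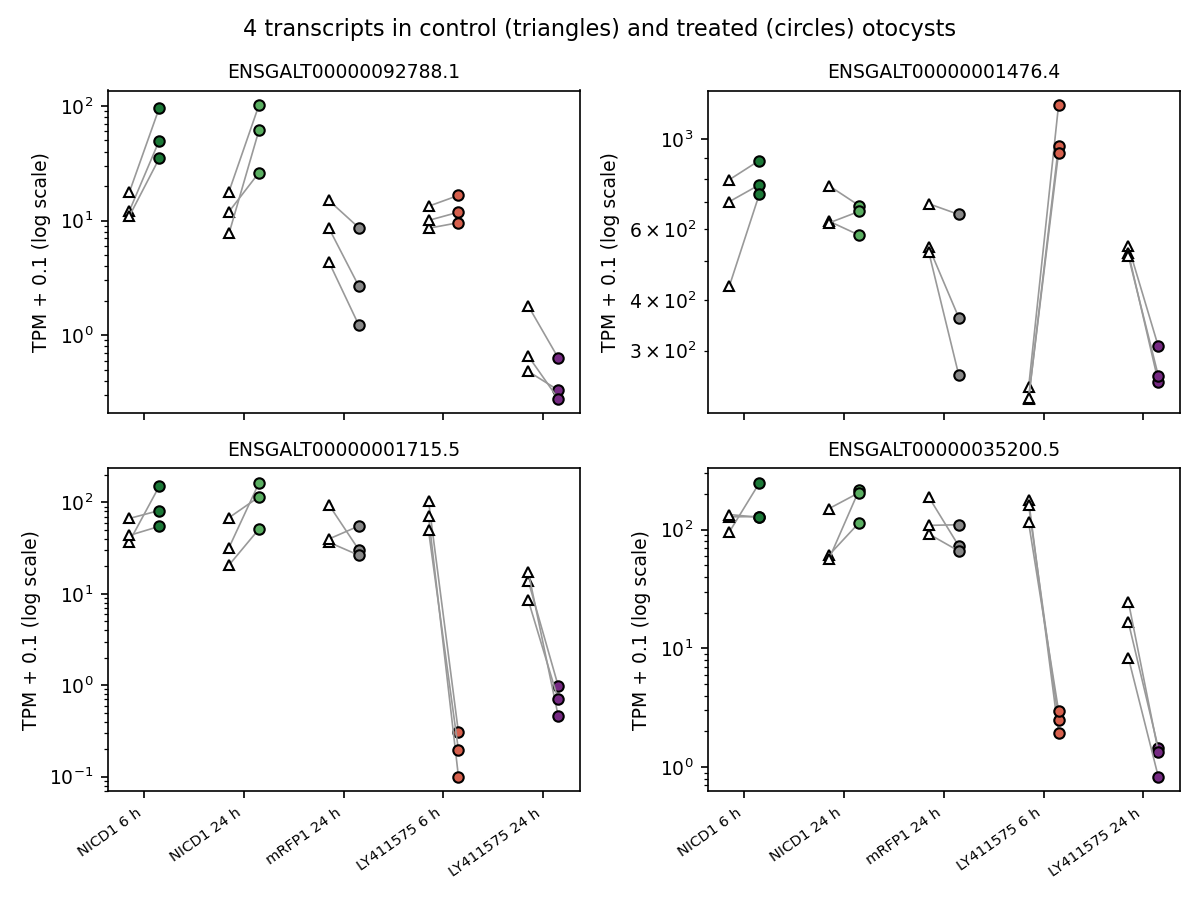
TPM plus 0.1, on a log axis, of 4 transcripts in control left otocysts (triangles) and treated right otocysts (circles) of the 5 comparisons, with lines joining the otocysts of an embryo. ENSGALT00000001715.5 and ENSGALT00000035200.5 drop in all 6 LY411575 pairs, and ENSGALT00000001476.4 rises in the 3 pairs of 6 h and drops in the 3 pairs of 24 h.

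Electroporation itself was examined with the mRFP1 plasmid. No transcript passed (0 by edgeR, 368 by DESeq2 and 0 by limma-voom), although 2042 transcripts had an unadjusted p below 0.05 where 1082 would be reached by chance. In a fit of the 6 libraries alone it was 1151 of 17969 transcripts, and without the embryo term 1242. Without embryo 4 that number was 802, without embryo 24 it was 1025 and without embryo 23 it was 2894. The mRFP1 otocysts of embryos 4 and 24 had TMM factors of 0.932 and 0.849 and 20892 and 20344 detected transcripts, against 1.00 and 0.983 and 21553 and 21620 in their partners, while that of embryo 23 had 1.01 and 21243 against 1.02 and 21541. ENSGALT00000092788.1 stood at 9.23 ± 5.34 TPM in the untransfected and at 4.10 ± 3.95 TPM in the mRFP1 otocysts (SD, n = 3), and was lower in 3 of 3 embryos (log2 fold change -1.25 ± 0.28 SE, adjusted p = 0.403, edgeR). Fold changes fell with transcript length in this set as well (Spearman's rho = -0.224 across transcripts).

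To separate NICD1 from electroporation, the 24 h responses to the 2 plasmids were compared. The change differed for 1 transcript (edgeR, adjusted p below 0.05), with 491 at an unadjusted p below 0.05 and 30 by DESeq2. This was ENSGALT00000092788.1, whose log2 fold change was higher with NICD1 by 3.53 ± 0.39 (SE; adjusted p = 0.0174). Its call was lost without embryo 21, 22, 4 or 24, without the embryo term, and when the 12 libraries were fitted alone, while the difference stayed between 3.19 and 3.56 in these fits. It shared reads with other transcripts in all 30 libraries.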

Values the study reported

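At a q-value below 0.05, from the Wald test of the sleuth package, the study reported 28 genes regulated in the control EP samples. It removed these genes from its Notch GOF sets. In Notch GOF it reported 53 genes downregulated and 34 upregulated at 6 h, and 19 reduced and 3 increased at 24 h. For Notch LOF it reported 105 genes decreased and 181 increased at 6 h, and 127 downregulated and 128 upregulated at 24 h. The study reported 17 genes shared between the LOF datasets.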

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

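The fits without the length trend or without pairs of embryos and the tests on embryo 33 were added after the counts of calls had been seen.

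The response to LY411575 differed between 24 h and 6 h for 24 transcripts by a test of the difference, with ENSGALT00000001476.4, which rose at 6 h and fell at 24 h, at -2.97 on the log2 scale. A candidate explanation is the lower number of transcripts detected in the treated otocysts of embryos 32 and 34. Without these embryos the difference of ENSGALT00000001476.4 was -3.16 ± 0.31 (SE). Both are 24 h embryos, so leaving them out could not remove the 6 h rise of 2.13, and this fit cannot decide the question. The 24 h change of this transcript in that fit, from embryo 33 alone, was -1.04 on the log2 scale, against -0.84 with all embryos. In embryo 33 it stood at 251 TPM with LY411575 and at 523 TPM with DMSO, so its fall was not limited to embryos 32 and 34. Its DMSO level was 228 to 243 TPM at 6 h and 514 to 544 TPM at 24 h, which bears on the opposite signs. Of the 571 differences called without embryo 33, 68.5% had in embryo 33 a 24 h change of the same sign as in the other embryos, against 49.3% of the differences not called. This lies between the bounds set for and against that explanation, so library quality stays open for the differences as a set. So does an effect of time under the inhibitor, which was not tested. The real assignment of embryos gave 24 differences and the highest of 5 other assignments 1, and these are too few assignments for a share under 0.05.

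The same explanation bears on the 736 transcripts changed at 24 h of LY411575, where 64.5% of the 1776 transcripts called without embryo 33 moved the same way in embryo 33, against 48.5% of the transcripts not called. The median log2 ratio in embryo 33 was 0.15 for those called as rising and -0.16 for those called as falling, where the fit without it gave 0.76 and -1.16. The transcripts were selected by their change in embryos 32 and 34, so smaller medians in embryo 33 could arise from the selection alone. The change may hold a part common to the 3 embryos, while a part tied to the libraries of embryos 32 and 34 is neither shown nor excluded. The share lies between the bounds set, with embryo 33 itself not free of differences between its libraries (TMM factor 0.906 against 0.985). A trend with transcript length was argued against as the whole cause, since 618 of the 736 calls remained in the same direction with the trend removed. A response to Notch activity was not shown for the 401 falling transcripts as a set, which did not move in the NICD1 24 h libraries (fry of limma, unadjusted p of 0.628, adjusted p = 0.838). Such a test cannot speak for a few members. The 2 named falling transcripts had log2 fold changes of 1.53 and 1.15 there, higher in 3 of 3 embryos but not called. The study reported HES genes reduced at both times of LY411575 and proposes a sustained inhibition of Notch. The study ascribes the weaker response to electroporation most likely to mosaic and variable transfection, so a true response could be missed here. With mRFP1, 73.7% of the 335 rising and 38.4% of the 401 falling transcripts were above 0 (fry of limma, adjusted p = 0.0851 and adjusted p = 0.725). Neither passes.

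The change differed between NICD1 and mRFP1 at 24 h for 1 transcript, ENSGALT00000092788.1, with a difference of 3.53 on the log2 scale. The plasmid itself carries a stretch of chicken coding sequence, and reads from it are counted towards the transcript that the stretch comes from. For NOTCH1, the gene the stretch comes from, the study reported an increase in both Notch GOF sets and a decrease in control EP. With a modified reference it found more reads of the intracellular part, which it ascribes most likely to the construct. It saw no change of the extracellular part. Whether ENSGALT00000092788.1 is a transcript of that gene was not tested, so its difference cannot be read as a response of the otocyst. The real assignment of embryos gave 1 difference and the highest of 5 other assignments 0, too few assignments for a share under 0.05.

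The mRFP1 control had 2042 transcripts at an unadjusted p below 0.05 and 0 past the adjusted threshold, but 1151 of 17969 in a fit of its 6 libraries alone and 1242 without the embryo term, so that most of the excess over chance was seen only with the shared spread and the embryo term together. Removal of the length trend left 1902, which argues against that trend as the cause. A difference between right and left otocysts, which was not tested, could give the same transcripts in the NICD1 sets. A response to electroporation itself could also do so. With the trend removed, of the 1406 that rose with mRFP1 89.3% were above 0 at 6 h and 86.1% at 24 h of NICD1, with an unadjusted p of 0.0254 and of 0.174 (fry of limma), and of the 496 that fell 31.0% and 26.4% were above 0, with an unadjusted p of 0.15 and of 0.115, so that this explanation is neither excluded nor established. Without embryo 4 the number was 802, without embryo 24 it was 1025 and without embryo 23 it was 2894, and the lower number of transcripts detected in the treated otocysts of embryos 4 and 24 was not tested as an explanation.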

How the results depend on the processing

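The alternatives that leave out pairs of embryos, keep whole-count transcripts or remove the length trend were chosen after seeing the data. Counts summed per gene and the gene list tests, with their alternatives (preset correlation, fry on the lists), were not run, since the table of symbols used here matched no transcript to a gene. The alternative of testing each transcript on its own became the design used.

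Counts of calls, against 0 for NICD1 6 h, 0 for NICD1 24 h, 0 for mRFP1, 17 for LY411575 6 h, 736 for LY411575 24 h, 1 for NICD1 against mRFP1 and 24 for LY411575 24 h against 6 h, moved by over 1.5 times as follows, and the cause was not tested. DESeq2 gave 120, 78, 368, 119, 2580, 30 and 788. Its false calls were more frequent in the simulated data, which were drawn with edgeR's dispersions. With each comparison fitted alone, with the embryo as replicate block, LY411575 6 h gave 0, LY411575 24 h 0, NICD1 against mRFP1 0 and the LY411575 difference 1. With no replicate block NICD1 24 h gave 1, LY411575 24 h 308 and NICD1 against mRFP1 0, and the other counts stayed within 1.5 times. The stricter filter gave 2 for NICD1 6 h and 1 for NICD1 24 h. Limma-voom gave 3 and 1. Median-of-ratios size factors and counts rebuilt from TPM gave 1 each for NICD1 24 h. Removing the length trend gave 1 for NICD1 6 h and 1 for NICD1 24 h. Whole-count transcripts gave 4 for LY411575 6 h, 0 for NICD1 against mRFP1, whose transcript is not among them, and 11 for the LY411575 difference. Without embryos 32 and 34 LY411575 24 h gave 92, of which 24 were among the 736, and the LY411575 difference 40, of which 6 were among the 24. Without embryos 4 and 24 mRFP1 gave 2 and NICD1 against mRFP1 2, without ENSGALT00000092788.1 among them. In these fits the lone pair is assumed to vary like the others.

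Leaving out 1 embryo at a time gave 0 to 0 for NICD1 6 h, 0 to 2 for NICD1 24 h, 0 to 0 for mRFP1, 9 to 11 for LY411575 6 h, 108 to 1776 for LY411575 24 h, 0 to 2 for NICD1 against mRFP1 and 8 to 571 for the LY411575 difference. Limma-voom gave 517 rising and 281 falling transcripts for LY411575 24 h, and whole-count transcripts 202 and 356. All 17 calls of LY411575 6 h remained under DESeq2, 12 under limma-voom, and 4 of 4 testable ones among whole-count transcripts. Across 131 values of the 4 named transcripts, none reversed, 101 kept their side of the threshold, 19 lost the call and 11 gained it. Depth limits the near-empty arms. At 24 h of LY411575, 22 of the 736 called transcripts had at most 3 counts in all in the treated arm and 4 in the control arm.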

Other observations

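The set tests and the correlations of fold changes were chosen after the called transcripts were known, and the count of splits was planned.

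The 8 transcripts that fell after 6 h of LY411575 were followed into the electroporated otocysts, which share no library with that comparison. If they respond to Notch activity, they should rise with NICD1. In the NICD1 24 h set 7 of the 8 had positive fold changes, with a median of 0.68 on the log2 scale, and the set rose (fry of limma, unadjusted p of 0.00601, adjusted p = 0.0481 over 16 set tests). Against the other transcripts, with an estimated correlation of 0.251, camera of limma gave an adjusted p = 0.0814, which does not pass. With mRFP1 2 of the 8 were positive (fry of limma, adjusted p = 0.881), and the difference between the plasmids favoured NICD1 in 7 of 8, with an unadjusted p of 0.0237 by fry and of 0.0281 by camera. At 6 h of NICD1 5 of 8 were positive (fry of limma, adjusted p = 0.838). The falling transcripts may thus include ones that follow Notch activity in both directions. This is a hypothesis that rests on 8 transcripts and on sets of 3 embryos each. The 9 transcripts that rose at 6 h of LY411575 did not fall with NICD1. At 6 h of NICD1 7 of 9 were positive (fry of limma, adjusted p = 0.111), and at 24 h 5 of 9 (fry of limma, adjusted p = 0.838).

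The rise of ENSGALT00000001476.4 after 6 h of LY411575 was measured against a lower control level than in the other sets. Its DMSO otocysts stood at 228 to 243 TPM, while the untransfected otocysts of the 3 electroporated sets stood at 433 to 795 TPM and the DMSO otocysts of 24 h at 514 to 544 TPM. The LY411575 otocysts of 6 h, at 927 to 1216 TPM, lay above all of these. ENSGALT00000092788.1 was low in the 24 h cultures, at 0.383 to 1.70 TPM with DMSO, against 8.46 to 13.2 TPM with DMSO at 6 h and 4.28 to 17.8 TPM in the untransfected otocysts. No test was made of these differences between sets.

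Fold changes were weakly correlated between sets across transcripts, which are not independent replicates. Spearman's rho was 0.178 between NICD1 24 h and mRFP1 24 h, 0.147 between NICD1 6 h and mRFP1 24 h, and 0.137 between NICD1 6 h and NICD1 24 h. Between mRFP1 24 h and LY411575 24 h it was 0.109, and between LY411575 6 h and 24 h 0.024. With the length trend removed these were 0.156, 0.145, 0.133, 0.066 and 0.035. The other pairs are given with the trend in place. Between LY411575 6 h and NICD1 6 h, NICD1 24 h and mRFP1 24 h rho was -0.045, -0.062 and -0.020. Between LY411575 24 h and NICD1 6 h and NICD1 24 h it was -0.000252 and 0.036.

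Of the splits of the 6 otocysts of a comparison, 4 part every pair, the real one included. The real split gave 736 transcripts for LY411575 24 h and the highest other 78, the latter with the sides of embryo 33 exchanged. For LY411575 6 h the real split gave 17 and the highest other 0, and for NICD1 6 h, NICD1 24 h and mRFP1 the real and the highest other gave 0. These splits are too few for a share under 0.05. The 6 remaining splits part only 1 pair, and were not fitted. For the differences, 1 of 6 assignments gave as many calls as the real one, which is the real one itself.

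At an adjusted p below 0.05, 0 transcripts were called for control EP, 0 for Notch GOF 6 h and 0 for Notch GOF 24 h here. Those are lower than the counts quoted from the study above. For Notch LOF 6 h 8 transcripts fell and 9 rose, and for Notch LOF 24 h 401 fell and 335 rose. The first pair is lower and the second higher than the counts quoted from the study above. All these counts are of transcripts by edgeR in the fit of all libraries. The study gives its counts by sleuth as genes, and lists a target identifier for each gene shared between its LOF datasets. The counts thus differ in method and may differ in unit. DESeq2 gave 120 for Notch GOF 6 h, 78 for Notch GOF 24 h and 368 for control EP, which are higher. Notch LOF 24 h fitted alone gave 0, which is lower. 9 transcripts were shared between the LOF sets. That is lower than the value quoted from the study above, which the study gives as genes.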
